A study of Mus musculus with 5 samples.

How the data were processed

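The analysis used the gene-by-nucleus and peak-by-nucleus counts deposited by the authors for 5 single-nucleus multiome libraries of mouse hippocampus, each holding RNA and chromatin accessibility from the same nuclei. The unit of the gene values is the count of unique molecular identifiers (UMIs), and the unit of the peak values is the count of transposase cut sites in a peak. The sample labels describe Dounce lysis, iodixanol clean-up and library preparation by the manufacturer's Multiome protocol. Per the file headers the counts were made with cellranger-arc 2.0.0. The aligner is not given in the sources used here, and neither the genome build nor the gene annotation is stated in the files. Of 32285 gene features, 32158 have an identifier in GENCODE vM21, and the stated position of 27962 (87.0%) holds the 5' end of that gene on GRCm38. Coordinates are therefore given on GRCm38. Reads were not used here, because only processed counts were at hand. The libraries are labelled wild type, 5xFAD, 5xFAD astrocyte MAGL-KO, 5xFAD neuron MAGL-KO and 5xFAD global MAGL-KO. There was 1 library per group and no replicate, so no test between groups was made, and every interval below describes counting error only. No paired analysis was possible because each group has 1 library and no label ties libraries of different groups together. All 5 labels carry the same batch name.

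Nuclei with at least 500 detected genes and at most 5% mitochondrial UMIs were kept. Scrublet was run on each library with an expected doublet rate of 0.8% per 1000 nuclei, and that share of nuclei with the highest scores was removed. Its automatic threshold marked 1727 nuclei (23.1%) in the library labelled global MAGL-KO and 0 in the other 4, so it was kept as an alternative. Nuclei were clustered with scanpy 1.11.5, anndata 0.12.19, leidenalg 0.10.2 and igraph 0.11.9. The settings were genes seen in at least 20 nuclei, scaling to 10000 UMIs, log1p, 2000 variable genes chosen with the library as batch key, scaling capped at 10, 40 principal components, 15 neighbours and Leiden resolution 1. Clusters without neuronal identity were clustered again with genes seen in at least 10 nuclei and 30 components. A cluster was named from the mean z score of marker genes over clusters. It stayed unnamed when a second class scored above 0.75 of the best, when fewer than 3 markers were raised, when its top genes belonged to another class, when it was shallow without its own marker, or, for glia, when doublets or excitatory transcripts prevailed. Class names below are short for clusters that are neuron-like, astrocyte-like and so on. Dentate granule-like nuclei are a part of the excitatory class.

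UMIs were summed over the nuclei of a class within a library and divided by the class total, scaled to 1e6 (CPM). Log2 ratios use a pseudocount of 5 CPM. The intervals of sums are exact Poisson intervals, those of shares are Clopper-Pearson intervals and those of ratios and list medians come from 1000 Poisson redraws, each at 95%. For shares of nuclei with a UMI the nuclei were also thinned to 1000 UMIs each. The floor below which no value was used was 3 counts over the libraries. Gene lists were fixed before the data were examined, and a list gene was used when its class held at least 10 UMIs over the 5 libraries. The result for a list is the median log2 ratio of its genes, compared with 10000 random lists of the same size matched on 20 bins of expression. The percentile given is the share of random lists with a lower median. The 9 lists cover disease-associated and homeostatic microglia, interferon response, disease-associated and homeostatic astrocytes, disease-associated oligodendrocytes, and, in excitatory neurons, immediate early genes, glutamatergic synapse genes and nuclear-encoded oxidative phosphorylation genes. A further fixed set of genes covers the enzymes and receptors of the endocannabinoid system.

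Genes are named in the report by size. In each class and comparison the genes with at least 100 UMIs over the 2 libraries and a class CPM of at least 0.5 of the CPM of all nuclei were ranked, and the 2 highest and the 2 lowest ratios are named, except that 1 of them is not reported here. Mitochondrial genes, Xist, Tsix, Y-linked genes and gene models whose names start with Gm and a number or end in Rik were left out, and other clone names stayed in. Genes named outside this rule and outside the fixed lists were chosen after their values were seen, and the text says so. Symbols used by more than 1 feature number 38. Correlations between changes are across genes with a mean of at least 50 UMIs per library, and genes are not independent replicates. Because both changes share the 5xFAD library, each correlation without splitting is given beside its mean in 100 simulations without any change. There the 5xFAD library and the second library are drawn from their pooled profile and differ by counting error only. In excitatory neurons of the library labelled astrocyte MAGL-KO the standard deviation of log2 ratios was 0.19, beside 0.05 from counting. The simulated means therefore do not describe a library that differs for unrelated reasons. The 5xFAD library was also split at random into 2 parts, with 1 part in each change, 20 times. The simulated means after splitting lay between -0.02 and 0.01 and are not repeated below. Nuclei were called by sex of origin from Xist (at least 2 UMIs and 4 times the Y-linked UMIs) or Y-linked genes (at least 1 UMI and 2 times the Xist UMIs). Nuclei described below as holding both were not called by these rules and had at least 2 Xist and 2 Y-linked UMIs. Peaks were compared with bedtools 2.31.1, counting a peak as shared when at least 1 bp overlaps. The peaks were listed separately for each library, so no peak count was compared between libraries as a change.

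The code was tested on simulated data. For excitatory neurons, 5xFAD against wild type, 14547 genes entered and 200 were given a change. All 200 (100%) came out in the right direction with a median error of 0.00, and the interval held the true value for 97.0% of them. For microglia 586 genes entered, 200 were changed, 200 came out in the right direction and the interval held the true value for 95.5%. A raised list lay at percentile 100 in both classes, and 5.0% and 0.0% of 200 unchanged lists lay beyond the random range. Other software was Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9.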

Results

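The 5 libraries held 5245, 5185, 6164, 4050 and 7498 nuclei in the order wild type, 5xFAD, 5xFAD astrocyte MAGL-KO, 5xFAD neuron MAGL-KO and 5xFAD global MAGL-KO. Values below follow this order where 5 are given, and class names are short for clusters that are like the class. Median UMIs per nucleus were 16754, 17151, 14068.5, 17353.5 and 15363. After filtering and removal of likely doublets, 5015, 4962, 5856, 3917 and 7032 nuclei were used. Each group is 1 library without replicates, so all intervals are 95% intervals of counting error and say nothing of differences between animals. Excitatory neurons made up 61.9% [60.5, 63.2], 60.5%, 60.2%, 56.7% and 61.8% of nuclei. Of the alternatives, assigning each nucleus to its highest marker score moved these shares of excitatory neuron nuclei most in 4 of the 5 libraries, to 67.7%, 67.7%, 68.6%, 65.4% and 70.3%. Inhibitory neurons were 10.0%, 10.1%, 11.3%, 12.1% and 11.7%, with lowest values of 7.90%, 8.10%, 9.56%, 9.73% and 8.27% over the alternatives. Between 16.5% and 19.7% of nuclei stayed unnamed, and between 12.4% and 24.5% over the alternatives.

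Mgll, which encodes MAGL, was examined first. Mgll UMIs were not lost from the classes that the MAGL-KO labels name, and with classes from clusters they were higher than in 5xFAD in astrocytes and excitatory neurons of each of the 3 libraries. In astrocytes Mgll stood at 493 CPM [418, 578] in wild type, 346 [276, 429] in 5xFAD, 483 [387, 595] in the library labelled astrocyte MAGL-KO, 403 [317, 505] in that labelled neuron MAGL-KO and 429 [317, 567] in that labelled global MAGL-KO. Against 5xFAD the log2 ratios for astrocytes were 0.47 [0.06, 0.87], 0.22 [-0.24, 0.66] and 0.30 [-0.21, 0.79] in the libraries labelled astrocyte, neuron and global MAGL-KO. With nuclei assigned to their highest marker score these Mgll ratios turned to -0.58, -0.36 and -0.80. In excitatory neurons Mgll stood at 75.1, 77.1, 97.0, 103 and 88.6 CPM, with ratios to 5xFAD of 0.31 [0.26, 0.37], 0.40 [0.34, 0.45] and 0.19 [0.14, 0.24], and of 0.08 and 0.19 for the first 2 with size factors. In inhibitory neurons Mgll stood at 88.3, 97.2, 100, 93.1 and 88.1 CPM. Ratios to 5xFAD were 0.05, -0.06 [-0.14, 0.03] and -0.13 [-0.21, -0.05] from CPM. The library labelled global MAGL-KO was thus lower in this class by a small amount. The class was mixed, since 22.5%, 15.8%, 19.4%, 10.7% and 17.5% of its nuclei held both Xist and Y-linked UMIs. Its Slc17a7 stood at 75.6 CPM in 5xFAD and 92.8 in the library labelled global MAGL-KO, beside 189 and 209 in excitatory neurons. A part of this Mgll may therefore come from other nuclei. The gene values do not say where in Mgll a UMI lies and the labels do not say which exons were deleted, so UMIs from outside the deleted part check nothing. The labels are therefore not borne out by these UMIs, and the text writes of libraries labelled MAGL-KO throughout, including wherever a direction is drawn.

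**Figure D1:**
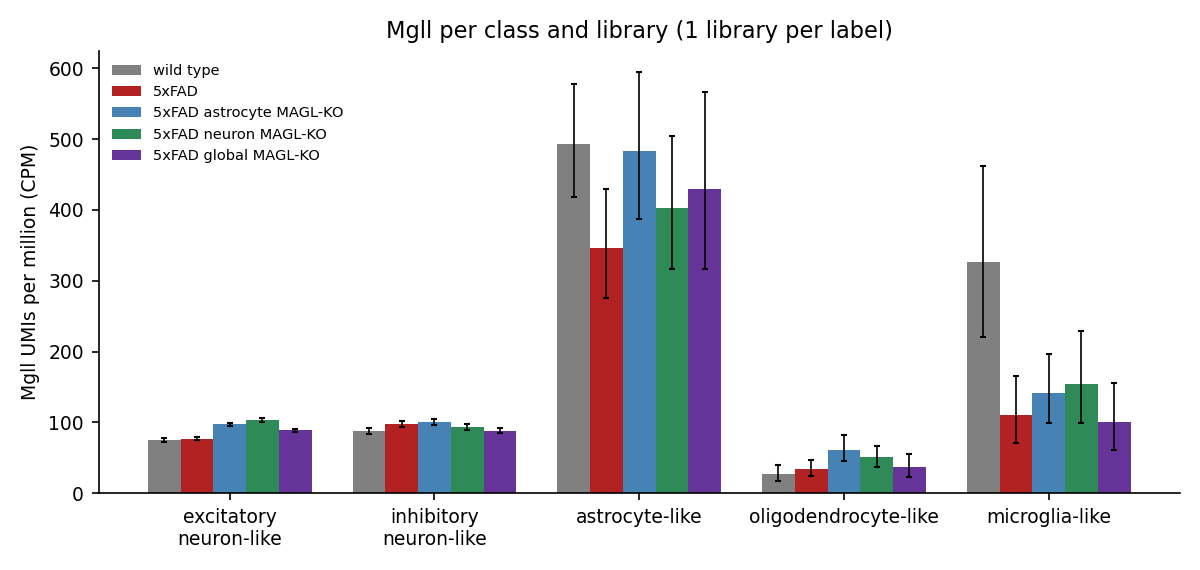
Mgll in CPM of the class total (vertical axis) by class (horizontal axis), with 1 coloured bar for each of the 5 libraries. Black lines span the exact 95% Poisson interval of the UMI count, which is counting error only.

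Mgll UMIs were found in 80.0%, 76.1%, 74.5%, 64.3% and 80.6% of astrocytes, at median depths of 3911.5, 4392.5, 3334, 4542.5 and 3498 UMIs. As background, 4.49%, 5.86%, 9.42%, 9.02% and 7.83% of oligodendrocytes held a Mgll UMI, at depths of 2492, 2862, 2159, 3006.5 and 2259. After thinning to 1000 UMIs the shares were 31.4%, 21.7%, 40.4%, 28.6% and 35.5% of astrocytes beside 1.29%, 1.64%, 4.56%, 2.26% and 1.87% of oligodendrocytes. In microglia Mgll fell from 326 CPM [221, 462] in wild type to 111 [70.9, 165] in 5xFAD, a log2 ratio of -1.52 [-2.29, -0.77] from 31 and 24 UMIs. In oligodendrocytes Mgll was 0.77 [0.17, 1.34] higher in the library labelled astrocyte MAGL-KO than in 5xFAD.

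Of 22 regions with a listed peak over Mgll, 13 were listed in each of the first 4 libraries, and 12 of these also in the library labelled global MAGL-KO. At the promoter and exon 1 (chr6:88724136-88725011) the peak held 29.6, 30.3, 32.8, 29.9 and 28.8 CPM of cut sites. In intron 2 (chr6:88726311-88727382) a peak was listed at 4.86, 5.38, 6.82 and 6.01 CPM in the first 4 libraries and not listed in the library labelled global MAGL-KO. This place was noticed after the values were seen. Among 22528 regions of like height in the other 4 libraries, 22454 (99.7%) were listed in the library labelled global MAGL-KO.

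**Figure D2:**
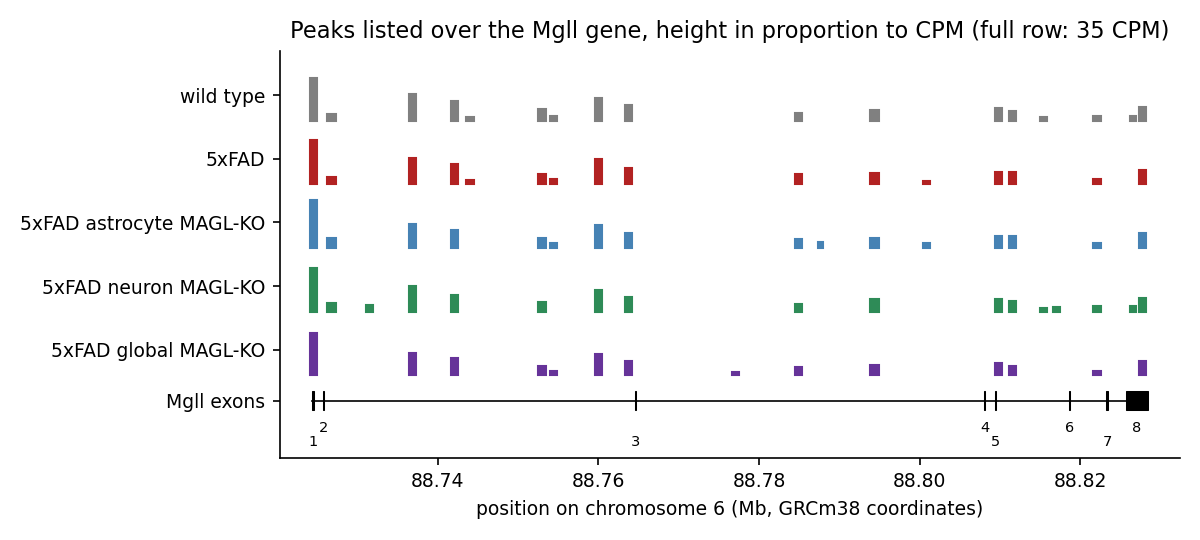
Listed peaks over Mgll by position on chromosome 6 (horizontal axis) in each library, with exons below. Heights are proportional to cut sites in CPM, and a full height is 35 CPM.

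The transgene and sex genes were read from the same sums. Thy1, taken as a marker of the Thy1-driven 5xFAD transgenes, stood at 40.6, 163, 196, 254 and 176 CPM in excitatory neurons, a log2 ratio of 1.88 [1.82, 1.94] for 5xFAD against wild type. App rose by 0.12 to 530 CPM in the same comparison. Every library held nuclei with Xist and nuclei with Y-linked UMIs, so each pools animals of both sexes. Xist nuclei were 58.4%, 41.6%, 59.1%, 82.4% and 58.8% of called nuclei. Nuclei counted as holding both kinds of UMI made up 8.61%, 6.47%, 6.27%, 4.44% and 6.87%. This implies 17.7%, 13.3%, 13%, 15.3% and 14.2% of doublets if nuclei join at random. Nuclei called by sex may hold some UMIs of the other kind and were not counted here. The counted nuclei were deep, with medians of 38958 to 53912 UMIs, beside 13511 to 16760.5 in called nuclei.

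Glial shares were small. Astrocytes were 1.40% [1.09, 1.76], 0.927% [0.679, 1.23], 0.803% [0.59, 1.07], 0.715% [0.476, 1.03] and 0.441% [0.3, 0.625] of nuclei, or 70, 46, 47, 28 and 31 nuclei. Microglia were 0.857% [0.621, 1.15], 1.71% [1.37, 2.11], 2.08% [1.73, 2.48], 1.33% [0.993, 1.74] and 1.35% [1.09, 1.65]. Oligodendrocytes were 6.22% [5.57, 6.93], 6.19%, 5.26%, 6.79% and 3.09% [2.69, 3.52], and oligodendrocyte precursors 2.35%, 1.65%, 1.5%, 2.94% and 1.28%. Clustering without the compared genes left all 15 of these microglial, oligodendrocyte and precursor shares as they were. All wild-type microglia lay in cluster g12 (100%), while 57.6%, 58.2%, 63.5% and 49.5% of microglia in the 4 5xFAD libraries lay in cluster g13. Most oligodendrocytes were spread over clusters g0, g1 and g10, with g10 the largest in wild type (26.6%) and in the library labelled neuron MAGL-KO (32.0%), g1 in 5xFAD (26.7%) and in that labelled global MAGL-KO (29.0%), and g0 in that labelled astrocyte MAGL-KO (30.8%). Among dentate granule nuclei, cluster n6 was the largest in wild type (39.4%), 5xFAD (41.4%) and the libraries labelled astrocyte (32.9%) and neuron MAGL-KO (35.2%). In the library labelled global MAGL-KO cluster n13 was the largest (32.1%), against 1.29%, 1.54%, 22.2% and 26.4% in the other 4.

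5xFAD microglia differed from wild type along the fixed lists. The disease-associated microglia list (27 genes) had a median log2 ratio of 1.70 [1.48, 2.49], at percentile 100 of random lists, with 26 genes higher. Among the alternatives, assigning nuclei by marker score moved this median most towards 0, to 1.20. The homeostatic microglia list (16 genes) fell, at -0.67 [-0.82, -0.44] and percentile 0.0. The interferon response list (19 genes) rose by 1.51 [0.97, 2.18], at percentile 100. In oligodendrocytes the disease-associated list (11 genes) rose by 0.43 [0.26, 0.99], at percentile 100. The disease-associated astrocyte list (14 genes) stood at 0.12 [-0.30, 0.32], percentile 82.8, and at -0.71 with marker-score classes, while homeostatic astrocyte genes (12) stood at -0.06, percentile 29.2, and at 0.02 as a mean over nuclei. In excitatory neurons immediate early genes (12) stood at -0.05 [-0.09, 0.00], but at 0.05 in thinned nuclei and 0.02 as a mean over nuclei. Glutamatergic synapse genes (26) stood at -0.02, or 0.01 with median-of-ratios size factors. Oxidative phosphorylation genes (20) stood at 0.01.

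**Figure D3:**
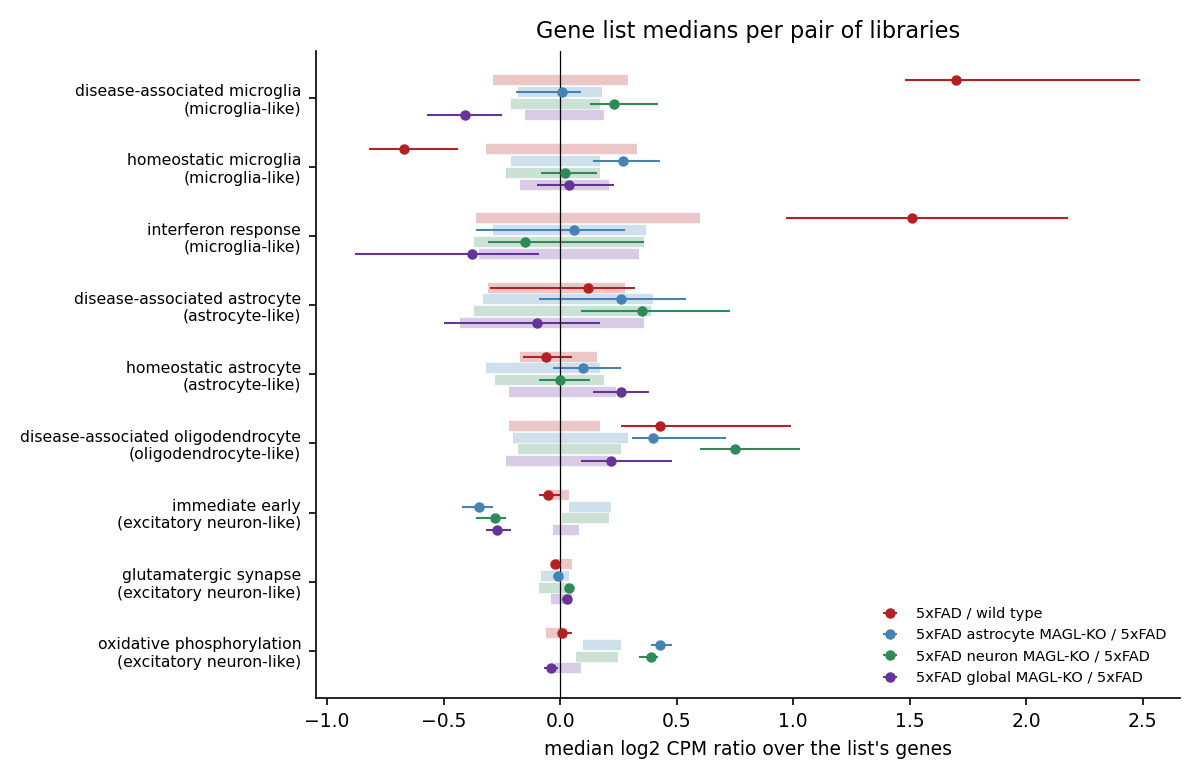
Median log2 ratio of each fixed gene list (vertical axis: list; horizontal axis: log2 ratio) in each comparison. Points are medians, thin bars the 95% counting intervals and pale bars the 95% range of random lists matched on expression.

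By size, Apoe led in microglia of 5xFAD against wild type, at 7038 against 63.0 CPM (log2 ratio 6.69 [5.81, 8.11]; chr7:19696109-19699188). Thinning moved Apoe most, to 7.80. Cacna1a followed, at 498 against 42.0 CPM (3.42, or 0.76 with marker-score classes), a level no higher than the 500 CPM of all 5xFAD nuclei. Pard3b (-1.48) and Med12l (-1.45) were lowest. In oligodendrocytes C4b rose from 4.50 to 135 CPM (3.88 [3.26, 4.62]; chr17:34728380-34743882) and Stat3 by 1.53, while Atp1b1 (-1.09) and Nap1l5 (-0.99) fell. In astrocytes Dcc (1.29) and Ctnna3 (1.16) rose, with Dcc at 896 CPM beside 1722 in all 5xFAD nuclei, and Ttr (-2.76) and Hs2st1 (-0.93) fell. With marker-score classes Dcc stood at 0.06, Ctnna3 at 0.20 and Hs2st1 at -0.11. Ttr was a marker gene for choroid plexus here and held 192 UMIs in wild-type astrocytes and 21 in 5xFAD. A part of this Ttr may come from other nuclei. In excitatory neurons Thy1 (1.88) rose, and Dcn (-0.75) and Col25a1 (-0.68) fell.

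In the library labelled astrocyte MAGL-KO, compared with 5xFAD, the disease-associated microglia list stood at 0.01 [-0.19, 0.09], percentile 50.6, with -0.03 by size factors. This median joins 0.41 in nuclei with Xist and -0.66 in nuclei with Y-linked UMIs. Homeostatic microglia genes rose by 0.27 [0.14, 0.43], percentile 99.8, and interferon genes stood at 0.06 [-0.36, 0.28]. The disease-associated astrocyte list stood at 0.26 [-0.09, 0.54] and the homeostatic astrocyte list at 0.10, but both turned with marker-score classes, to -0.33 and -0.65. Disease-associated oligodendrocyte genes rose by 0.40 [0.31, 0.71], percentile 99.6, with 0.68 in Xist and 0.22 [-0.15, 0.47] in Y nuclei. In excitatory neurons size factors took the median of all genes from 0.06 to 0.00 in this comparison, and that of the lists below by more, so values with size factors are added. Oxidative phosphorylation genes rose by 0.43 [0.39, 0.48], or 0.24 with size factors, at percentile 100. Ribosomal protein genes (72), chosen after the values were seen, rose by 0.49 and all genes shorter than 10 kb by 0.19. Immediate early genes fell by 0.35 [-0.42, -0.29], or -0.54 with size factors, at percentile 0.0. Glutamatergic synapse genes stood at -0.01, or -0.26 with size factors, and at 0.01 in thinned nuclei.

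By size, in excitatory neurons of the library labelled astrocyte MAGL-KO, AC149090.1 rose from 242 to 654 CPM (1.41, or 1.29 relative to the median of the ranked genes) and Col6a1 from 2.40 to 12.1 CPM (1.21, or 1.09). Cfap54 fell from 122 to 36.7 CPM (-1.61 [-1.67, -1.54], or -1.73; chr10:92775619-93081618), in each neuron class and in nuclei of both sexes, and Dnah6 fell by 1.15 (-1.27 relative). Within dentate granule nuclei Dnah6 stood at 0.14 in Xist nuclei and 0.03 in Y nuclei. Its level there is not given here, and with the pseudocount of 5 CPM a gene with few UMIs cannot show a fall. In microglia Lysmd4 (1.19) and Cd33 (1.16) were higher, and Apoe (-1.13 [-1.24, -1.01], 3221 against 7038 CPM) and Ssbp2 (-1.09) lower. In astrocytes Erbb4 (1.10) and Mapk4 (1.07) were higher and Dcc (-1.44) and Lix1 (-1.34) lower. Of these astrocyte genes 3 turned with marker-score classes, Erbb4 to -1.52, Mapk4 to -0.03 and Dcc to 0.47, and Erbb4 and Dcc were lower in astrocytes than in all nuclei.

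In the library labelled neuron MAGL-KO, compared with 5xFAD, the disease-associated microglia list rose by 0.23 [0.13, 0.42], percentile 99.3. Homeostatic microglia genes stood at 0.02, or -0.01 as a mean over nuclei. Interferon genes stood at -0.15 [-0.31, 0.36], or 0.01 in thinned nuclei, and ranged from -0.18 to 0.28 over the alternatives. Disease-associated oligodendrocyte genes rose by 0.75 [0.60, 1.03], at percentile 100. The disease-associated astrocyte list stood at 0.35 [0.09, 0.73] from 28 nuclei, within the 95% range of random lists (-0.37 to 0.39), and at 0.05 in thinned nuclei, and homeostatic astrocyte genes stood at 0.00. In excitatory neurons oxidative phosphorylation genes rose by 0.39 [0.34, 0.42], or 0.21 with size factors, and immediate early genes fell by 0.28 [-0.36, -0.23], or -0.41. Within Xist nuclei immediate early genes fell by less, at -0.13 [-0.24, -0.08], and within Y nuclei they stood at -0.40 [-0.54, -0.34]. Xist nuclei were 41.3% of called excitatory nuclei in 5xFAD and 80.8% in this library. Glutamatergic synapse genes stood at 0.04, but at -0.18 with size factors. By size, Pappa (1.81, from 4.23 to 27.4 CPM) and Npy (1.69, from 3.06 to 21 CPM) led in excitatory neurons. Within dentate granule nuclei Npy stood at 36.9 CPM in Xist nuclei and 11.4 in Y nuclei, beside 3.34 and 3.12 in 5xFAD. Cfap54 (-1.92, 28.5 CPM) and Spock1 (-1.62, 85.8 against 273 CPM; chr13:57421195-57908332) fell, with Spock1 at -1.39 in Xist and -3.89 in Y excitatory nuclei. In microglia Cd74 and Canx rose (1.08 each), and Slc38a9 (-1.20) and Arsb (-1.16) fell. In astrocytes, from 28 nuclei, Ptgds (4.52 [3.79, 5.68], 967 against 37.5 CPM; 2.11 to 4.67 over the alternatives) and Fbxl7 (2.81; 0.55 to 5.67) rose and St6galnac5 (-1.42) and Zswim6 (-1.20) fell.

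In the library labelled global MAGL-KO, compared with 5xFAD, the disease-associated microglia list fell by 0.41 [-0.57, -0.25], at percentile 0.0, with 22 of 27 genes lower. This median joins -0.14 [-0.39, -0.01] in 56 Xist nuclei and -0.68 [-0.91, -0.26] in 19 Y nuclei. The value in Xist nuclei lay within the 95% range of random lists (-0.20 to 0.23). Thinning gave -0.05 in Xist and -0.68 in Y nuclei, and a mean over nuclei 0.05 and -0.58. Interferon genes fell by 0.38 [-0.88, -0.09], percentile 1.69, and homeostatic microglia genes stood at 0.04, or -0.10 in thinned nuclei. Homeostatic astrocyte genes rose by 0.26 [0.14, 0.38], percentile 98.0, in 31 nuclei, but fell by 0.72 with marker-score classes. Disease-associated astrocyte genes stood at -0.10 [-0.50, 0.17]. Disease-associated oligodendrocyte genes stood at 0.22 [0.09, 0.48], percentile 97.8, but at -0.02 [-0.22, 0.33] in Xist and 0.38 [-0.08, 0.65] in Y nuclei. In excitatory neurons oxidative phosphorylation genes stood at -0.04 [-0.07, -0.01] and immediate early genes at -0.27 [-0.32, -0.21], at percentile 0.0. Glutamatergic synapse genes stood at 0.03, but at -0.03 with size factors. By size, Col27a1 (1.67, from 0.244 to 11.7 CPM) and Mthfs (1.45, from 24.1 to 74.3 CPM; chr9:89210676-89377713) rose in excitatory neurons, and Cfap54 (-1.45) and Dnah6 (-1.24) fell. Within dentate granule nuclei Dnah6 stood at -0.03 in Xist and -0.10 in Y nuclei, where its level is not given and few UMIs would hide a fall. Within dentate granule nuclei Col27a1 rose in Xist nuclei, to 50.0 CPM, and not in Y nuclei, at 0.102 CPM. In microglia Heatr5a (0.94) and Mctp1 (0.88) rose, and Trps1 (-1.19) and Ctnna3 (-1.06) fell, but thinned nuclei gave 0.04 for Heatr5a, Ctnna3 ranged from -3.58 to -0.03 over the alternatives, and marker-score classes gave 0.10 for Mctp1. In astrocytes Rasal2 and Erbb4 (1.23 each) rose, and Dcc (-1.75) and Adcy2 (-1.18) fell, while marker-score classes gave 0.03 for Rasal2, -1.20 for Erbb4, 0.46 for Dcc and -0.55 for Adcy2.

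Other genes of the endocannabinoid system are given for excitatory neurons against 5xFAD in the libraries labelled astrocyte, neuron and global MAGL-KO, first from CPM and then with size factors. Cnr1 stood at 0.24, 0.30 and 0.27, and at 0.02, 0.11 and 0.22 with size factors, while it was -0.18 in 5xFAD against wild type. Ptgs2 stood at 0.29, 0.31 and 0.29, then 0.14, 0.18 and 0.26. Daglb stood at 0.33, 0.25 and -0.09, then 0.12, 0.07 and -0.14, and Napepld at 0.33, 0.17 and 0.02, then 0.11, -0.03 and -0.02. Dagla stood at -0.02, 0.25 and 0.03, then -0.25, 0.05 and -0.02, and Faah at 0.05, 0.08 and 0.12, then -0.18, -0.12 and 0.06. Abhd6 stood at 0.03, 0.00 and -0.02, then -0.20, -0.20 and -0.07, and Abhd12 at 0.08, 0.22 and 0.04, then -0.16, 0.02 and -0.01. Ptgs1 stood at 0.00, 0.16 and 0.06, then -0.03, 0.13 and 0.05, and Pla2g4a at 0.09, 0.05 and 0.01, then 0.06, 0.02 and 0.00. In microglia Cnr2 rested on 3, 14, 6, 3 and 5 UMIs, with ratios to 5xFAD of -1.28 [-2.70, -0.20], -1.52 [-3.80, -0.18] and -1.21 [-2.80, -0.04].

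Changes in the libraries labelled MAGL-KO were set against the change of 5xFAD from wild type, across genes. In microglia (735 genes) the correlations were -0.24, 0.00 and -0.37 in the libraries labelled astrocyte, neuron and global MAGL-KO, beside simulated values without any change of -0.14 [-0.21, -0.07], -0.12 [-0.19, -0.07] and -0.13 [-0.21, -0.06]. Keeping genes with a mean of at least 200 UMIs gave -0.51, 0.09 and -0.58 in microglia, beside simulated values of -0.04, -0.05 and -0.04. Splitting the 5xFAD library gave -0.08, 0.12 and -0.17. In astrocytes (647 genes) they were -0.44, -0.39 and -0.39, beside -0.32, -0.33 and -0.28, and near 0 after splitting (0.00, 0.03 and 0.02, with the sign changed in the libraries labelled neuron and global MAGL-KO). In oligodendrocytes (2908 genes) they were -0.34, -0.37 and -0.29, beside -0.30, -0.33 and -0.28, and -0.01, -0.03 and, with the sign changed, 0.05 after splitting. In excitatory neurons (14770 genes) they were -0.40, -0.43 and -0.33, beside -0.23, -0.22 and -0.25, and -0.29, -0.33 and -0.20 after splitting. Splitting removes shared counting error but not any deviation of the single 5xFAD library itself.

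The libraries listed 172450, 170190, 157482, 177062 and 180784 peaks, covering 148, 146, 136, 152 and 156 Mb. Of the 5xFAD peaks 88.7% overlapped a wild-type peak. Of the peaks in the libraries labelled astrocyte, neuron and global MAGL-KO, 89.9%, 84.3% and 83.9% overlapped a 5xFAD peak and 91.2%, 85.7% and 85.4% a wild-type peak. Requiring a reciprocal overlap of 50% moved these shares most, the first to 88.4%.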

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

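All tests in this part were chosen after the result was seen. The disease-associated microglia list stood out because its change in the library labelled astrocyte MAGL-KO, compared with 5xFAD, went opposite ways in the sexes. In microglia with Xist the median log2 ratio was 0.41 [0.15, 0.52], with 18 of 26 genes higher, from 72 and 44 nuclei. In microglia with Y-linked UMIs it was -0.66 [-0.92, -0.42], with 18 of 23 genes lower, from 31 and 31 nuclei. Among random lists the medians lay at percentiles 100 and 0.0. The difference between the sexes was not tested, since there is 1 library per group. Of the 36 list medians, 12 had opposite signs in Xist and Y nuclei, and this was the 1 pair in which both signs lay beyond counting error. In the library labelled global MAGL-KO the same medians were -0.14 and -0.68, and in that labelled neuron MAGL-KO 0.52 and 0.38, the last from 6 nuclei.

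The tables argue against depth, because the median in Y nuclei was -0.49 after thinning. They also argue against a few deep nuclei, because it was -0.65 with each nucleus weighted alike. The animals pooled in each library and the nuclei drawn from them stay open. Only 31 Y nuclei come from the library labelled astrocyte MAGL-KO, and the number of animals behind them is not given. The intervals redraw UMIs and not nuclei, so they leave out which nuclei were drawn. The sampling of nuclei, a difference between animals and an effect of the label in 1 sex cannot be told apart. An effect of the label is drawn here from the label alone, since Mgll UMIs do not bear it out.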

How the results depend on the processing

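The alternatives were set down beforehand, except leaving out nuclei with both Xist and Y-linked UMIs and clustering without the compared genes, which were chosen after the data were seen. Against the intervals of counting error, 155 of 227 comparisons of shares with an alternative stayed within the interval and 72 moved beyond it. For list medians it was 423 of 477, with 51 moved and 3 reversed (2 of them with size factors, which shift all well-expressed genes alike and so turn medians near 0), for Mgll 77 of 90, with 12 moved and 1 reversed, and for genes named by size 478 of 584, with 101 moved and 5 reversed. For correlations 18 of 36 stayed, 17 moved and 1 reversed, and for peak overlaps 4 of 8 stayed and 4 moved. Of the list medians 20 of 36 kept their sign under every alternative run for them, or 23 without size factors, of the Mgll ratios 4 of 8, of the genes by size 47 of 52 and of the correlations 7 of 12. Under the alternatives set down beforehand the disease-associated microglia list ranged from 1.20 to 2.10 in 5xFAD against wild type and from -0.48 to -0.30 in the library labelled global MAGL-KO. Disease-associated oligodendrocyte genes ranged from 0.66 to 0.99 in the library labelled neuron MAGL-KO, and interferon genes from -0.54 to -0.20 in that labelled global MAGL-KO. Values below are in the order wild type, 5xFAD and the libraries labelled astrocyte, neuron and global MAGL-KO, or, for ratios to 5xFAD, in the order of these 3 labels. Except where given, the cause of a change was not tested.

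Without doublet removal the excitatory share was 60.0%, 58.9% and 58.4% in wild type, 5xFAD and the library labelled astrocyte MAGL-KO, and 59.3% in that labelled global MAGL-KO. With Leiden resolution 0.5 it was 55.9% in 5xFAD and 58.6% and 59.7% in the libraries labelled astrocyte and global MAGL-KO, and with resolution 2 it was 55.8%, 57.2% and 59.2%. Without nuclei holding both Xist and Y-linked UMIs it was 65.4%, 63.4%, 62.6% and, in the library labelled global MAGL-KO, 64.5%. Scrublet's automatic threshold, usable in the library labelled global MAGL-KO, gave 71.4% excitatory neurons and 3.70% oligodendrocytes there, and a glutamatergic median of 0.04. With at least 1000 genes and at most 1% mitochondrial UMIs oligodendrocytes were 5.36% in wild type, 4.36% in the library labelled astrocyte MAGL-KO and 2.44% in that labelled global MAGL-KO, where microglia were 1.06%. Over the alternatives the lowest inhibitory shares were 7.90%, 8.10%, 9.56%, 9.73% and 8.27%, and unnamed nuclei ranged from 12.4% to 24.5%. Clustering without the compared genes left 15 of 15 shares as they were.

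Assigning each nucleus to its highest marker score, without clusters, moved most results. The excitatory shares became 67.7%, 67.7%, 68.6%, 65.4% and 70.3%, and astrocytes 1.29%, 1.20%, 1.05% and 1.02% from 5xFAD on. In 5xFAD against wild type the medians were 1.20 for disease-associated microglia, -1.11 for homeostatic microglia, 0.80 for interferon, -0.71 for disease-associated astrocytes and -0.64 for homeostatic astrocytes. In the library labelled astrocyte MAGL-KO the same lists gave 0.54, 0.79, 0.62, -0.33 and -0.65. Homeostatic microglia genes gave 0.22 and homeostatic astrocyte genes -0.18 in that labelled neuron MAGL-KO, and homeostatic astrocyte genes reversed to -0.72 in that labelled global MAGL-KO. Mgll reversed in astrocytes of the library labelled astrocyte MAGL-KO, to -0.58, and moved to -0.36 and -0.80 in the other two and, in excitatory neurons, to 0.30 and 0.09 in those labelled neuron and global MAGL-KO. In astrocytes of the library labelled astrocyte MAGL-KO Erbb4 (-1.52), Mapk4 (-0.03) and Dcc (0.47) reversed, as did Erbb4 (-1.20) and Dcc (0.46) in that labelled global MAGL-KO.

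Immediate early genes gave -0.16 in 5xFAD against wild type and -0.21, -0.12 and -0.18 against 5xFAD with Leiden resolution 0.5, and -0.15, -0.22, -0.13 and -0.19 with resolution 2. With a pseudocount of 1 CPM they gave -0.11, -0.54, -0.55 and -0.40, and with 20 CPM -0.21, -0.14 and -0.13 against 5xFAD. Thinning gave 0.05 in 5xFAD against wild type and -0.40 in the library labelled global MAGL-KO, a mean over nuclei 0.02 in 5xFAD, and size factors -0.54 and -0.41 in the libraries labelled astrocyte and neuron MAGL-KO. Oxidative phosphorylation genes gave 0.24, 0.21 and -0.08 with size factors, and in the libraries labelled astrocyte and neuron MAGL-KO 0.55 and 0.46 with a pseudocount of 1 CPM and 0.25 and 0.22 with 20 CPM. Thinning gave 0.07 in 5xFAD and 0.48 in the library labelled neuron MAGL-KO. Glutamatergic synapse genes gave 0.01 in 5xFAD and -0.26 in the library labelled astrocyte MAGL-KO with size factors, and turned from 0.04 and 0.03 to -0.18 and -0.03 in those labelled neuron and global MAGL-KO, as such a shift of all genes does by construction. Thinning gave 0.01 and 0.08 in the libraries labelled astrocyte and global MAGL-KO, and a mean over nuclei 0.04 in the latter.

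Thinned nuclei gave 0.11 for disease-associated microglia in the library labelled astrocyte MAGL-KO and 0.05 for disease-associated astrocytes in that labelled neuron MAGL-KO. The disease-associated microglia list gave 1.42 in 5xFAD against wild type with a pseudocount of 20 CPM. Interferon genes gave -0.37 in the library labelled astrocyte MAGL-KO with at least 50 UMIs per gene, which uses fewer genes. Mgll in excitatory neurons gave 0.41, 0.59 and 0.29 after thinning, 0.08 and 0.19 with size factors in the libraries labelled astrocyte and neuron MAGL-KO, and 0.47 and 0.25 as a mean over nuclei in those labelled neuron and global MAGL-KO. In astrocytes of the library labelled astrocyte MAGL-KO Mgll gave 1.01 after thinning.

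Correlations with genes of at least 200 UMIs were -0.51, 0.09 and -0.58 in microglia, beside simulated values without any change of -0.04, -0.05 and -0.04. They were -0.55 in astrocytes of the library labelled global MAGL-KO, beside -0.21, and -0.21 and -0.19 in oligodendrocytes of those labelled astrocyte and global MAGL-KO, nearer 0 than their simulated values of -0.23 and -0.22. With the 5xFAD library split they were -0.08, 0.12 and -0.17 in microglia, 0.00, 0.03 and 0.02 in astrocytes, -0.01, -0.03 and 0.05 in oligodendrocytes, where each positive value has the opposite sign to the unsplit one, and -0.29, -0.33 and -0.20 in excitatory neurons. The split takes shared counting error out by construction. A reciprocal overlap of 50% gave 88.4% for 5xFAD peaks on wild type and 89.6%, 83.9% and 83.5% on 5xFAD. Depth limits the glial values, since microglia held 31 and 24 Mgll UMIs in wild type and 5xFAD.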

Other observations

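The tests of an explanation in this part were chosen after the result was seen, while the values of Mgll, Thy1 and the oxidative phosphorylation list, the thinning of Mgll and the marker-score classes were set down beforehand. With classes from clusters Mgll was not lower in astrocytes of the library labelled astrocyte MAGL-KO. Nor was it lower in excitatory neurons of those labelled neuron and global MAGL-KO. This pattern depends on the classes, since marker-score classes gave -0.58 and -0.80 for Mgll in astrocytes of the libraries labelled astrocyte and global MAGL-KO. In inhibitory neurons Mgll was lower by a small amount in the library labelled global MAGL-KO (-0.13 [-0.21, -0.05]). Of inhibitory nuclei 15.8% in 5xFAD and 17.5% in that library held both Xist and Y-linked UMIs, so other nuclei may supply a part. Inhibitory values are from CPM. Size factors took the median of all inhibitory genes from 0.06 to 0.00 in the library labelled neuron MAGL-KO, where Mgll stood at -0.06 [-0.14, 0.03]. The tables argue against free RNA, because 40.4% of thinned astrocytes of the library labelled astrocyte MAGL-KO held a Mgll UMI, beside 4.56% of its oligodendrocytes. They argue against an exchange of the wild-type library with one labelled MAGL-KO, because Thy1 stood at 40.6 CPM in wild type and at 176 or more in each library labelled MAGL-KO. UMIs from outside the deleted part stay open. The log2 ratio of Mgll in excitatory neurons of the library labelled global MAGL-KO was 0.19, and a deletion that leaves UMIs behind and an intact gene cannot be told apart, since the position of a UMI in the gene is not given. An exchange of labels among the 4 5xFAD libraries is argued against as the whole cause, because 2 of them would lack Mgll in excitatory neurons in any order, while the lowest stood at 77.1 CPM beside 75.1 in wild type. Which exons were deleted is not given, so no value here is known to read the deleted sequence.

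The Mgll intron 2 peak was not listed in the library labelled global MAGL-KO. Peaks of like height were listed there in 99.7% of cases, with 74 of 22528 not listed. Of those with a like or higher value in astrocytes, 242 of 247 (98.0% [95.3, 99.3]) were listed. Fewer nuclei named astrocytes as the whole cause are argued against, because they held at most 11.6% of the region's cut sites in the other 4 libraries. At least 4.30 CPM are left without them. Astrocyte signal in unnamed nuclei was not measured, so its part stays open. Chance of peak calling and a deletion cannot be told apart, because this is 1 region in 1 library, picked after its values were seen. A deletion of the region in all astrocytes of the library labelled astrocyte MAGL-KO is argued against, because they held 31 cut sites there (68.1 CPM), beside 6.45 CPM left without astrocytes in that library. A deletion in a part of them was not tested.

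Sets of 50 dentate genes, chosen as highest in 1 library labelled MAGL-KO against wild type and measured in another against 5xFAD, rose by 0.95 to 1.79 in Xist nuclei and stood between -0.13 and 0.31 in Y nuclei. The highest of these, 0.31 [0.22, 0.36] at percentile 100, is itself a rise in Y nuclei of the library labelled neuron MAGL-KO (0.37 after thinning), where the set chosen in that labelled global MAGL-KO stood at 0.01. Penk and Calb1 were chosen after their values were seen. Penk stood at 6.60, 7.83, 35.2, 50.1 and 57.7 CPM in Xist nuclei and at 4.84, 5.29, 5.74, 10.2 and 5.89 in Y nuclei. Calb1 in Xist nuclei fell from 148 CPM in 5xFAD to 106, 99.4 and 56.7. Sex make-up of the libraries is argued against, since each set rose by 0.95 or more within Xist nuclei, and depth by 1.08 or more after thinning. Free RNA or preparation of the library as the whole cause is argued against, since no set stood above 0.31 in Y nuclei, and that set rose by 0.95 in Xist nuclei, though a part in the library labelled neuron MAGL-KO was not excluded. That some of the animals in a library carry the pattern may explain it. Of Xist nuclei of the library labelled global MAGL-KO, 37.5% lay above a limit of 5 UMIs for the set, the 95th percentile of 5xFAD Xist nuclei, of which 2.03% lay above it. Of the 1100 nuclei 352 lay within 1 UMI of the limit, and the set chosen in the library labelled neuron MAGL-KO gave 46.4% beside 4.99%. Such animals and an effect of the label that differs between the sexes cannot be told apart, because nuclei are not assigned to animals.

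Cfap54 was lower in each library labelled MAGL-KO than in 5xFAD. Fewer ependymal cells are argued against, because 5 other ependymal markers together held 3.52 CPM in 5xFAD excitatory neurons, beside 122 CPM of Cfap54. Sex make-up is argued against, since the log2 ratio nearest 0 over the 3 libraries, 3 neuron classes and both sexes was -0.91. A strain variant carried with the targeted locus would have to act from chromosome 6 on chromosome 10, where Cfap54 lies. The 94 genes within 5 Mb of Mgll moved less than most random sets (percentile 1.76 of the median absolute log2 ratio, and 5.98, 3.55 and 6.21 in windows of 2, 10 and 20 Mb), but a median does not show a variant that acts on few genes. Dnah6, which also fell in excitatory neurons, lies on chromosome 6 (73017606-73221651), within 20 Mb of Mgll. A strain variant elsewhere stays open too, with -2.28 as the ratio furthest from 0. Variants at either place and an effect of the label cannot be told apart, because no sequence was used here.

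Oxidative phosphorylation genes were higher in excitatory neurons of the libraries labelled astrocyte and neuron MAGL-KO. Lists matched on length as well as expression themselves rose by 0.28 and 0.27. Short genes as the whole cause are argued against in the library labelled astrocyte MAGL-KO, where the list lay at percentile 98.8 or higher of such lists in excitatory, dentate granule and inhibitory neurons. They stay open in the library labelled neuron MAGL-KO, since the list lay at percentile 99.3 in excitatory neurons but at 93.5 in dentate granule nuclei and 92.3 in inhibitory neurons. In oligodendrocytes, astrocytes and microglia this list rose by 0.60, 0.38 and 0.42 in the library labelled astrocyte MAGL-KO, beside 0.28, 0.18 and 0.21. In that labelled neuron MAGL-KO it rose by 0.25, 0.12 and 0.45, beside 0.24, 0.19 and 0.22 in lists matched on length. Oligodendrocytes of the former lay at percentile 99.7, so its rise was not confined to neurons. The other glial values lay at percentiles 34.0 to 90.5. Cytoplasmic RNA held by the nuclei stays open. The values below are in the order 5xFAD and the libraries labelled astrocyte and neuron MAGL-KO. Mitochondrial UMIs were 0.0138%, 0.0152% and 0.0171% in excitatory neurons and 0.0235%, 0.0283% and 0.0258% in inhibitory neurons. In oligodendrocytes they went the other way, at 0.0484%, 0.0453% and 0.029%, so they do not decide the question. Ribosomal protein genes rose by 0.56 in oligodendrocytes of the library labelled astrocyte MAGL-KO, beside 0.27 in matched lists, but in that labelled neuron MAGL-KO by 0.29 beside 0.28. In excitatory, dentate granule and inhibitory neurons of the latter they rose by 0.41, 0.34 and 0.46, beside 0.31, 0.28 and 0.34. In microglia and astrocytes of the library labelled astrocyte MAGL-KO they rose by 0.09 and 0.28, beside 0.21 and 0.19. In microglia and astrocytes of that labelled neuron MAGL-KO they rose by 0.26 and 0.31, beside 0.21 and 0.12. More cytoplasmic RNA in these preparations and a change in the cells cannot be told apart, because each group was prepared as 1 library.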
